A study of Vibrio cholerae O1 str. C6706 with 3 samples. Its data were reported in "ToxR Antagonizes H-NS Regulation of Horizontally Acquired Genes to Drive Host Colonization" (2016).

How the data were processed

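H-NS is a nucleoid protein that binds DNA of low GC content and represses transcription. Its binding was measured by ChIP-seq in *V. cholerae* C6706, an El Tor strain, in which H-NS carried a V5 tag and was precipitated with a monoclonal antibody to V5. The labels give 3 samples, which are 2 replicates of H-NS ChIP, named A and B, and 1 control. The control has no values of its own here and entered only through peak calling.

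The authors sequenced the samples on an Illumina HiSeq, aligned the reads to the genome of strain N16961, and called peaks of each replicate against the input with the ChIP-seq tool of CLC Genomics Workbench. Peaks were called per replicate, not on pooled reads. The deposited lists hold, for each peak, its start, its end, the chromosome and the bases under it. They hold no read number, peak height, fold enrichment, p-value or gene name, so the depth of the libraries and the strength of the peaks are unknown, and intervals given below cover counting error over peaks only. The version of the caller and its read filters are not stated, and the false discovery rate that the study states applies to ToxR. Coordinates are those of the deposited lists on the N16961 genome. The study separately lists raw H-NS peaks by their outermost bounds, with associated genes. Its methods allow raw peaks longer than any in the deposited lists. That separate list was not used here, so the counts and lengths below need not match it. Every record holds 100 bases more than its interval. Those extra bases were placed evenly, 50 at each end, for base-level work. With that placement the records overlap at 63273 positions that were read more than once, and 0 bases differed there. Any other placement shared by all records would give the same result.

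A peak was shared when it overlapped a peak of the other replicate by at least 1 bp. Overlapping peaks of A and B were joined by their outermost bounds into shared regions. The overlap was tested by rotating the peaks of B along each chromosome by a random offset, 100000 times, one-sided, with the number of overlapped A peaks as the statistic. As no genome was used here, the outermost peak coordinate on each chromosome, 2567993 on chromosome 1 and 1016153 on chromosome 2, stood in for its length. It is a lower bound. The number of regions per Mb was compared by an exact binomial test, two-sided, with these lengths. Differences in GC content and length were tested by permutation with 100000 resamples, two-sided, and correlations across regions by permutation with Pearson's r and Spearman's rho. GC content was counted over all bases of the records unless stated otherwise. Shares of peaks have Wilson intervals at 95% confidence. Spacing of shared regions was tested against 10000 random placements of the regions on their chromosomes. Motif matches were counted on both strands and compared with 1000 shuffles of each region that kept its dinucleotides. Near-identical copies among peaks of A were found with BLAST+ 2.17.0 (blastn, e-value 1e-05, at least 95% identity over at least 200 bp). The other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

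The methods were tested on simulated data. Peaks placed at random gave an overlap p under 0.05 in 1 of 40 sets, and sets with 20% of the B peaks planted on A peaks did so in 10 of 10. A difference of 3 GC points was found in 20 of 20 sets, and sets without a difference passed in 1 of 60. Simulated positions and GC values were drawn independently, with fewer resamples than the main tests. The real peaks were clustered, so these rates need not hold for them.

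The main tests, many of the alternatives and the rule for naming items were fixed before the data were examined. Several could not be run as planned. Comparisons of peak strength were not run because the lists hold none, and peak length was used in its place. GC content could not be set against the genome, and shared peaks were compared with unshared ones instead. The share of binding on pathogenicity islands, the overlap with ToxR-associated genes, and genes named by rule were not analysed. The rule named *hns* itself, the ToxR-associated genes and the genes the study tested by ChIP-qPCR. These comparisons need positions of islands, genes or ToxR peaks. The study lists coordinates of its ToxR peaks, but no such positions were used here. Of the rule for named items, the 5 longest shared regions remain, given by position. The comparison of GC content between shared and unshared peaks, the correlation of lengths and the spacing of regions were added after seeing the data. The alternatives set beforehand that could be run were a stricter overlap of at least 50% of both peaks, joining peaks under 500 bp apart, the intersection of both replicates' peaks, the central 300 bp of each record, and each replicate alone. Alternatives that extend peaks or trim records by 50 bases, take a chromosome as 20% longer, or bear on the added comparisons were chosen after seeing the data.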

Results

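H-NS binding was mapped by ChIP-seq in 2 replicates, A and B, of *V. cholerae* C6706 carrying V5-tagged H-NS, with 1 input control. The study asked whether H-NS binds at the same places as ToxR, a transmembrane regulator of virulence genes that activates some genes and represses others. The question addressed first is how many binding sites each replicate gave.

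Replicate A had 246 peaks, 171 on chromosome 1 and 75 on chromosome 2. Replicate B had 156 peaks, 108 on chromosome 1 and 48 on chromosome 2. The peaks covered 71415 bp in A and 64208 bp in B, since those of B were longer. Their median length was 285 bp in A and 400.5 bp in B, with means of 290.3 ± 45.8 bp (SD, n = 246 peaks) and 412 ± 53.7 bp (SD, n = 156 peaks). Each list had an upper limit of length at which peaks gathered. In A, 18 peaks were within 1 bp of the longest, and in B, 10 peaks were. When peaks under 500 bp apart were joined, 144 peaks remained in A and 110 in B.

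**Figure D1:**
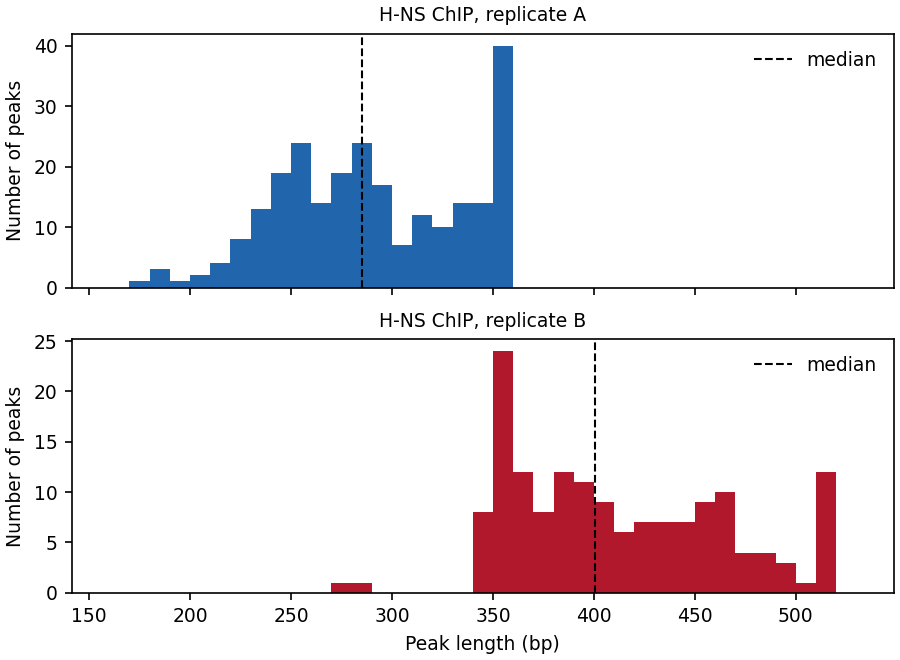
Histograms of peak length in bp (x axis, bins of 10 bp) against the number of peaks (y axis) in replicates A and B of H-NS ChIP, with a dashed line at the median, 285 bp in A and 400.5 bp in B. Both distributions end abruptly at their upper limit, where 18 peaks of A and 10 peaks of B lie within 1 bp of the longest.

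The study kept peaks that both replicates gave, so the overlap of the lists was compared next. All 156 peaks of B overlapped a peak of A (100%, 95% Wilson interval 97.6 to 100%), while 168 of the 246 peaks of A overlapped a peak of B (68.3%, 62.2 to 73.8%). The other 78 peaks of A had no counterpart. Rotating the peaks of B along the chromosomes gave on average 7.17 overlapped A peaks and at most 126, and the observed number was higher than in any rotation (permutation test, one-sided, p = 1e-05, the smallest that 100000 rotations can give). The overlapping peaks formed 153 shared regions, of which 138 held 1 peak of each replicate. The regions were 345 to 867 bp long, with a median of 429 bp. Joining peaks under 500 bp apart moved their number most, to 99 regions. Of the bases covered, 44570 were covered in both replicates, which is 62.4% of those of A and 69.4% of those of B. In the 138 pairs of peaks with no other partner, the centres lay a median of 40.5 bp apart, and 119 pairs lay under 100 bp apart.

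The lists give no peak strength, so peak length was compared in its place. Whether length follows strength in these lists is unknown, so the comparisons of length do not show whether the replicates agree in strength. Across the 138 pairs, which are not independent replicates, length in A and length in B had a Spearman's rho of -0.15 (permutation test, two-sided, p = 0.0774) and a Pearson's r of -0.137 (permutation p = 0.11). Without the 2 pairs farthest from the median length in A, rho was -0.159 (permutation p = 0.0631) and r was -0.143 (permutation p = 0.0965). Lengths were thus not detectably related. In replicate A, the unshared peaks had a median length of 280 bp, and the difference from the shared peaks, -11 bp, was not detectable (permutation test, two-sided, p = 0.156). Replicate B had no unshared peaks to compare.

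GC content was compared because H-NS is known to favour DNA of low GC content. Over the 83329 bases of the 153 shared regions it was 34.7%. Region by region it was 34.8% ± 3.31 (SD, n = 153 regions), with a range of 27.8 to 43.1%. The pooled GC content of all peaks was 35.4% in A and 34.7% in B, an SD between the replicates of 0.48 points (n = 2). Restricting each record to its central 300 bp moved the value for shared regions most, to 33.7%. Shared regions had 34.6% ± 3.37 GC (SD, n = 106) on chromosome 1 and 35.2% ± 3.15 (SD, n = 47) on chromosome 2, a difference within their spread (permutation test, two-sided, p = 0.274). Within replicate A, the shared peaks had 34.1% ± 3.63 GC (SD, n = 168) and the unshared peaks 38.2% ± 3.66 (SD, n = 78). The difference of 4.07 points exceeded what permutation of the peaks gave (two-sided, p = 1e-05, the smallest possible), and 67 of the 78 unshared peaks lay above the median of the shared ones. The peaks of B had 34.7% ± 3.42 GC (SD, n = 156). This comparison is between peaks of a single library and has no replicate check.

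**Figure D2:**
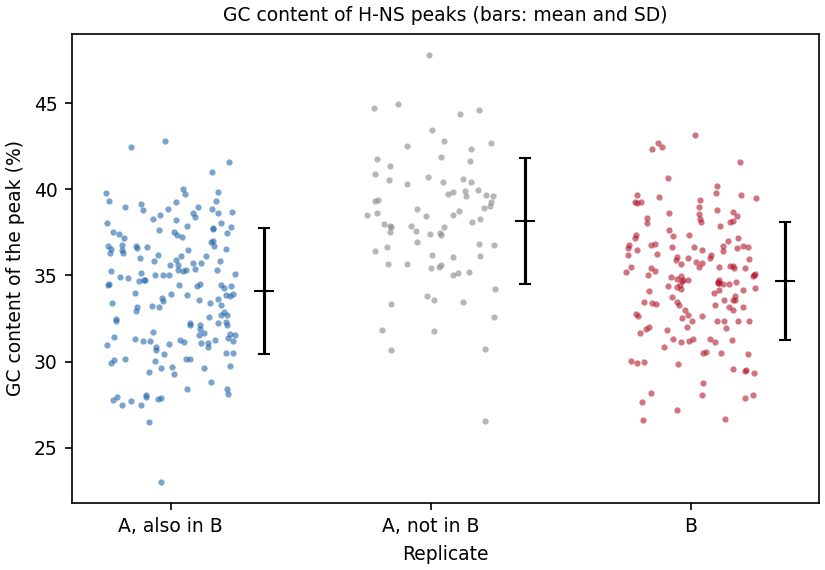
GC content in percent (y axis) of each peak of replicate A that overlaps a peak of B, each peak of A that does not, and each peak of B (x axis, points spread sideways for visibility), with the mean and SD as bars. The unshared peaks of A average 38.2%, against 34.1% for the shared peaks of A and 34.7% for B.

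Binding on the chromosomes was compared by number of regions. Chromosome 1 held 106 of the 153 shared regions (69.3%, 95% Wilson interval 61.6 to 76%) and 71.6% of the length spanned, and chromosome 2 held 47. That is 41.3 regions per Mb on chromosome 1 and 46.3 per Mb on chromosome 2, a ratio of 1.12 that was not distinguishable from equal density (exact binomial test, two-sided, p = 0.53). The lengths are lower bounds, and a longer chromosome 1 raises the ratio. It was highest, 1.34, with chromosome 1 taken as 20% longer (exact binomial p = 0.0924), and 1.32 when peaks under 500 bp apart were joined (exact binomial p = 0.183). Regions were counted as independent in this test, although they were clustered.

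Of the 153 shared regions, 119 (77.8%) lay within 1000 bp of another. Random placement of the same regions on their chromosomes gave 17.7 on average and 42 at most (permutation of positions, one-sided, p = 1e-04, the smallest that 10000 placements can give). Of the 37 windows of 100 kb from the start of each chromosome to its outermost peak, 25 held a shared region, and 4 windows held 71 of the regions (46.4%). On chromosome 1 the window from 800001 to 900000 held 26 regions, that from 900001 to 1000000 held 18, and that from 200001 to 300000 held 16. On chromosome 2 the window from 300001 to 400000 held 11.

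**Figure D3:**
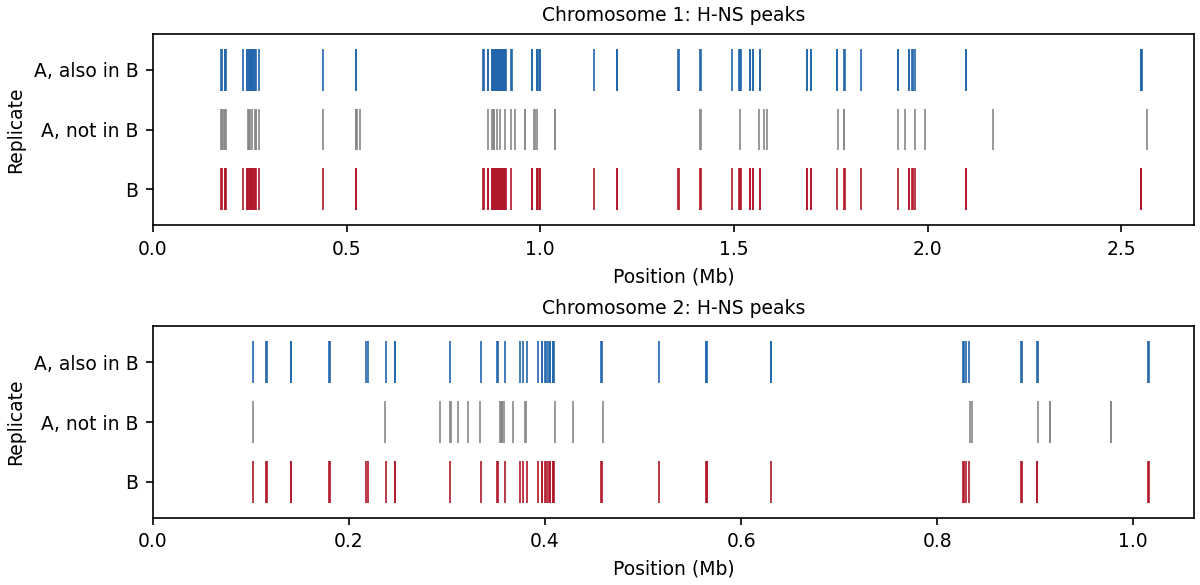
Positions in Mb (x axis) of H-NS peaks on chromosomes 1 and 2, with 1 vertical line per peak, in separate rows for peaks of A that overlap B, peaks of A that do not, and peaks of B. The densest stretches lie on chromosome 1, where the window from 800001 to 900000 held 26 shared regions.

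The 5 longest shared regions are given by position on the N16961 genome, and the genes there were not analysed here. The longest, chromosome 2 from 564037 to 564903, was 867 bp long with 30.5% GC, and held 2 peaks of each replicate. Next were chromosome 1 from 899895 to 900736, which was 842 bp long with 29.1% GC, and chromosome 1 from 998639 to 999378, which was 740 bp long with 29.3% GC. Each of these also held 2 peaks of each replicate. The region on chromosome 1 from 886541 to 887260 was 720 bp long with 39.4% GC. That on chromosome 1 from 1197375 to 1198067 was 693 bp long with 42.1% GC. Both held 2 peaks of A and 1 of B. Length depends on how neighbouring peaks were split: with peaks under 500 bp apart joined, the longest region ran from 875168 to 879737 on chromosome 1, over 4570 bp.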

Values the study reported

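The study gave 47% as the mean GC content of the N16961 genome. It gave 40% for the DNA under its ToxR peaks, with 38% for those on genomic islands and 42% for those elsewhere. It listed 35 ToxR peaks associated with 39 genes.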

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

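Many of the alternatives were set before the data were examined. Those that add or remove 50 bases at the ends of peaks or lengthen a chromosome, and those for the GC difference, the correlation of lengths and the spacing of regions, were chosen after seeing the data.

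Of 31 alternative values for 9 results, 22 kept their direction and their side of the threshold, or, for values with no test, moved by less than the spread between replicates. Counts were taken as kept when within 1.5 times the main count, which includes the fall in peaks of B from 156 to 110 when peaks were joined. Joining peaks under 500 bp apart lowered the peaks of A from 246 to 144 and the shared regions from 153 to 99, and the overlap still exceeded every rotation (permutation p = 1e-05). The stricter overlap kept 144 regions and extending peaks by 50 bp gave 147.

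The GC content of shared regions moved by more than the spread between replicates under the intersection of both replicates' peaks (34.1%), the central 300 bp (33.7%) and the removal of 50 bases at each end (34.1%). These 3 were lower than the 34.7% of the main setting. Across both fits that left out a replicate, it went from 34.7% without replicate A to 35.4% without replicate B. The latter was higher by more than the spread between replicates, since it takes in all peaks of A, with the 78 unshared ones of higher GC content. The ratio of region density on chromosome 2 to chromosome 1 was 1.12 without replicate A and 1.11 without replicate B. Those fits had no test. The value without replicate B was lower than that of the main setting by more than the spread between replicates. All peaks of B were shared, so for GC content and the ratio the main value lay near that without replicate A. The spread is an SD of 2 values, which is smaller than their difference. Passing it only without replicate B thus largely follows from the arithmetic and is no evidence of sensitivity. None of the tested alternatives brought the ratio past the threshold. Taking chromosome 2 as 20% longer, with chromosome 1 left at its lower bound, reversed it, to 0.934 (exact binomial p = 0.73). Taking chromosome 1 as 20% longer gave 1.34 (exact binomial p = 0.0924). The study lists ToxR peaks at coordinates past the outermost peak used for chromosome 1, so that length is too short. The reversal rests on that too short length, so it is no evidence for the opposite direction. No setting lengthened both chromosomes, and the ratio at their true lengths, which were not used here, stays unknown.

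The difference in median length between unshared and shared peaks of A became -30 bp with the overlap of at least 50% (permutation p = 1.50e-04), where it had been -11 bp and not detectable. That criterion itself depends on length, since peaks of B are longer and an A peak under 50% of its partner's length cannot pass. How much of the change this accounts for was not tested, so the change cannot be taken as evidence of a difference. The GC difference between these peaks stayed past the threshold with values from 2.78 to 4.26 points. The correlation of lengths stayed undetectable. Clustering held at 54.9% of regions (84) for a distance of 500 bp, where random placement gave 11.8 regions on average. For 5000 bp it was 88.9% (136 regions), against 56.5 regions at random. Clustering was not tested with peaks under 500 bp apart joined. How much of it comes from bound stretches split into several peaks is therefore unknown.

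Several alternatives were not run, since they need peak strength, read numbers, a genome or an annotation. These were the stronger part of each list, the filter on false discovery rate, reads per kb, regions outside islands and every island-share alternative. Alternatives for the ToxR-associated genes were also not run. They could use the coordinates of ToxR peaks that the study lists, which were not used here. As read depth is unknown, the lack of B peaks at 78 A peaks shows only that they were not called there.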

Other observations

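All tests below were chosen after the pattern was seen. Their expected outcomes were written down before the result only for the A or T tracts in the unshared peaks of A and for the bases that A alone covered. No biological explanation was tested, since the design has a single ChIP group.

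The chance that a peak of A was also called in B fell with its GC content. Of the peaks in the lowest quartile of GC content, up to 32.2%, 57 of 62 (91.9%, 95% Wilson interval 82.5 to 96.5%) were shared. The next quartiles had 80.3% and 63.9%. In the highest, above 38.3%, 23 of 62 (37.1%, 26.2 to 49.5%) were shared. Repeated sequence did not explain the GC difference, which was 3.88 points without the peaks that have near-identical copies. Adjusting for length left 4.09 points, and removing 50 bases at each end left 4.26 points. The smaller of the differences within a chromosome was 3.89 points. Rotating the shared and unshared labels along the order of the peaks gave a difference as large in a share of 0.00407, which is only the true order among 246. The unshared peaks within 1000 bp of a shared one were also higher, by 3.73 points (n = 42), and did not differ detectably from those farther away (n = 36, permutation test, two-sided, p = 0.37). A candidate explanation is that sites of higher GC content bound less H-NS and were missed in B. Lower depth or enrichment in B predicts the same only if the sites of higher GC content were the weaker ones. A GC bias of the library of B also predicts it. These explanations cannot be told apart without reads, which were not analysed here.

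Among the unshared peaks of A were 7 that had a near-identical copy under another peak of A, and 0 of the 168 shared peaks had one (Fisher's exact test, two-sided, p = 2.66e-04). They formed 3 families. The first had peaks starting at 936011 on chromosome 1 and at 292201 and 428543 on chromosome 2, aligned at 99.4 to 99.7% identity. The second had peaks starting at 1578775 and 1584901 on chromosome 1, identical over 348 bp. The third had peaks starting at 379274 and 410261 on chromosome 2, with 99.1% identity over 342 bp. With 1 peak kept per family, all 3 were unshared (Fisher's exact test, two-sided, p = 0.0278). These tests take no account of GC content. Among A peaks without copies and within 2 GC points of the peaks kept, 49.1%, 53.7% and 49.2% were unshared, which gives a probability of 0.13 that all 3 would be. With 3 families no more extreme outcome was possible, so this leaves open whether GC content accounts for the pattern. With a lower bar of 85% identity over 50 bp, 9 unshared and 5 shared peaks had a copy (Fisher's exact p = 0.0142). Reads that match several places may also have been placed at random in A and left out in B. The centres of peaks on copies of one sequence lay at most 77.5 bp apart, but binding to every copy predicts that too.

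The comparison within shared regions left out the 50 extra bases at each end of the records. Bases covered in both replicates had 33.3% GC (44570 bp) and the other bases 35.6% (24347 bp). In the 145 regions with at least 50 bp of each, the other bases were higher by 2.6 points ± 6.94 (SD), and in 91 regions they were higher (permutation of signs, two-sided, p = 2e-05). The wider peaks of B did not account for it, since the bases that A alone covered had 35.5% GC and those that B alone covered 35.7%. The pattern may reflect a GC minimum near the centre of binding, but it was found and tested on the same lists.

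The extra 100 bases of each record could lie on one side. If so, GC content along the record would be symmetric about a point 50 bp from its middle. The fitted centre of symmetry was -4.86 bp from the middle (95% bootstrap interval -19.8 to 9.35 bp, 402 records), which leaves out both one-sided placements.

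The motif that the study used for ToxR, TNAAA repeated with 5 bases between, had 29 matches in the 153 shared regions, at a ratio of 0.926 to shuffled sequences with the same dinucleotides (two-sided p = 0.751 by permutation of bases, 0.753 after Benjamini-Hochberg adjustment over 3 patterns). Dinucleotide content is thus enough to explain them. The TcpP motif, TGTAA repeated with 6 bases between, had 1 match, a ratio of 2.19 to shuffled sequences (two-sided p = 0.753 by permutation of bases, adjusted 0.753), and matches were too few for this test to show a shortage. Tracts of at least 5 A or 5 T were 1.11 times as frequent as in shuffled sequences, with 673 tracts (permutation of bases, two-sided, p = 0.00999, adjusted 0.03). In the unshared peaks of A the ratio was 1.1, with 202 tracts (permutation p = 0.122). No genomic background was used here, so an excess of tracts common to the whole genome cannot be told apart from one specific to H-NS sites.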
